# Cavin-3 Knockout Mice Show that Cavin-3 Is Not Essential for Caveolae Formation, for Maintenance of Body Composition, or for Glucose Tolerance

**DOI:** 10.1371/journal.pone.0102935

**Published:** 2014-07-18

**Authors:** Libin Liu, Carsten G. Hansen, Brian J. Honeyman, Benjamin J. Nichols, Paul F. Pilch

## Abstract

The cavins are a family of proteins associated with caveolae, cavin-1, -2 and -3 being widely expressed while cavin-4 is restricted to striated muscle. Deletion of *cavin-1* results in phenotypes including metabolic changes consistent with adipocyte dysfunction, and caveolae are completely absent. Deletion of *cavin-2* causes tissue-specific loss of caveolae. The consequences of *cavin-3* deletion are less clear, as there are divergent data on the abundance of caveolae in *cavin-3* null mice. Here we examine the consequences of cavin-3 deficiency *in vivo* by making *cavin-3* knockout mice. We find that loss of cavin-3 has minimal or no effects on the levels of other caveolar proteins, does not appear to play a major role in formation of protein complexes important for caveolar morphogenesis, and has no significant effect on caveolae abundance. *Cavin-3* null mice have the same body weight and fat mass as wild type animals at ages 8 through 30 weeks on both normal chow and high fat diets. Likewise, the two mouse strains exhibit identical glucose tolerance tests on both diets. Microarray analysis from adipose tissue shows that the changes in mRNA expression between *cavin-3* null and wild type mouse are minimal. We conclude that cavin-3 is not absolutely required for making caveolae, and suggest that the mechanistic link between cavin-3 and metabolic regulation remains uncertain.

## Introduction

Caveolae were first defined by their appearance as “little caves” that were observed in electron micrographs of cell surfaces [1], [2]. These cup-shaped invaginations of the plasma membrane are expressed in many cell types and are most abundant in adipocytes, endothelial and smooth muscle cells (reviewed in [3], [4], [5]). Caveolae have been suggested to play a role in a variety of pathologies, including cancer, diabetes, and cardiovascular disease and loss of caveolae causes muscular and lipodystrophies, insulin resistance and cardiovascular defects amongst a variety of other abnormalities (reviewed in [5]). Recently it has been suggested caveolae also plays a role as mechanosensor [6]. Caveolin-1 (Cav1) was the first protein discovered that is necessary for forming the caveola structure [7]. Cavins-1-4 are another group of proteins that have been documented recently as being caveolar components [8], [9], [10], [11], [12]. Cavin-1 was first described as polymerase I transcription release factor (PTRF) [13] and this protein may function in this role independently of caveolae [14]. Cavin-2 was discovered as a serum deprivation response gene (SDPR [15] and cavin-3 was named SRBC for SDPR-related gene that binds PKC [16] or protein kinase C, delta binding protein (prkcdbp). Cavin-4 is also known as muscle-related coiled-coil protein (MURC) and is found only in cardiac and skeletal muscle [17].

A *cavin-1* null mouse confirmed *in vitro* [10] and zebra fish data [8] documenting that its expression is an absolute requirement for caveolae structure, and the mouse study also revealed a distinct lipodystrophic, insulin resistant phenotype [9], one subsequently documented in humans deficient in this protein [5], [18]. Cavin-2 deficiency in mice causes a tissue-specific loss of caveolae affecting lung and adipose endothelium, but not the endothelium of skeletal and cardiac muscle [19]. The physiological consequences of the cavin-2 loss *in vivo* are currently under investigation. *In vitro*, cavin-2 knockdown causes loss of caveolae [11], [12], [20], induces membrane curvature in caveolae [12], and serves as part of a protease-sensitive cholesterol sensor in caveolae whereby cavin-2 resynthesis restores cholesterol and relocalizes cavin-1 from the cytosol to the plasma membrane [20].

Cavin-3 deficiency in mice as reported by Hansen *et al* was without apparent effect on caveolae abundance in the endothelium of lung, heart, skeletal muscle and adipose tissue, and in the adipocytes of abdominal fat [19]. As is the case for cavin-1 & -2, immuno-electron microscopy and co-immunoprecipitation have shown that cavin-3 localizes to caveolae and associates with the other caveolae proteins [11], [21]. An *in vitro* study showed that the absence of cavin-3 caused defects in caveolae trafficking, possibly by the lack of association with microtubules in the knockdown [21]. A *cavin-3* knockout study was recently published, which reported that the null mice at 2 years of age had a 40% reduction on their body weight and severe lipodystrophy [22], and that knockdown of cavin-3 expression using siRNAs in fibroblasts caused loss of caveolae. The uncertainty over the role of cavin-3 in generating caveolae, and in the role of cavin-3 in regulating metabolism, prompted us to examine the phenotype the cavin-3 deficient mice generated independently In Cambridge and in Boston. We observe minimal changes in caveolae number and in the level of cavin-1, and no apparent metabolic changes in mice on normal and high fat diets at 30 weeks of age.

## Results

### Cavin-3 does not play a major role on caveolae formation

*Cavin-3* knockout mice were generated independently (see Methods) using targeted ES cells (KOMP, VD114488) where the full length *Cavin-3* gene is replaced by a lacZ/neo fusion cassette. Analyses of genomic DNA by PCR ([19] & Figure 1A), RNA by RT-qPCR, (Figure 1B), and protein by western blot (Figure 1C), confirmed the gene disruption and absence of cavin-3 protein in mice homozygous for the targeted allele (K) (also see Fig. 1 in [19]). The expression of the other abundant caveolar proteins, cavin-1 & -2 and caveolin-1 (Cav1) is unchanged. These data independently confirm those of Hansen *et al.* on caveolar protein expression in cavin-3 null mice [19]. Next we checked the abundance of caveolae structures using electron microscopy (EM) in mouse embryonic fibroblasts (MEFs) derived from the knockout. As shown in Figure 2A, there is no statistically significant difference between wild type and *Cavin-3* knockout, although there is a trend towards lower caveolae number in the knockout. In addition, caveolae in the *cavin-3* knockouts are not visibly different in morphology from those in control cells (Figure 2A). In contrast and as expected, the EM of Cav1 null MEFs shows a virtual absence of morphological caveolae, implying that the morphological structures identified as caveolae in *cavin-3* null MEFs indeed represent these specific domains. By using a standard fractionation protocol, we show there is no change in the amount of other caveolae proteins such as cavin-1, -2 and Cav1 (Figure 1B) and in their subcellular distribution in adipocytes (Figure 2B). The adipocyte has a major contribution to the lipodystrophic phenotype of *Cav1* [23] and *cavin-1* [9], [19] knockout mice. From the data of Figures 1 and 2, we conclude cavin-3 does not play a major role on caveolae formation, a result consistent with the previous report [19].

**Figure 1:**
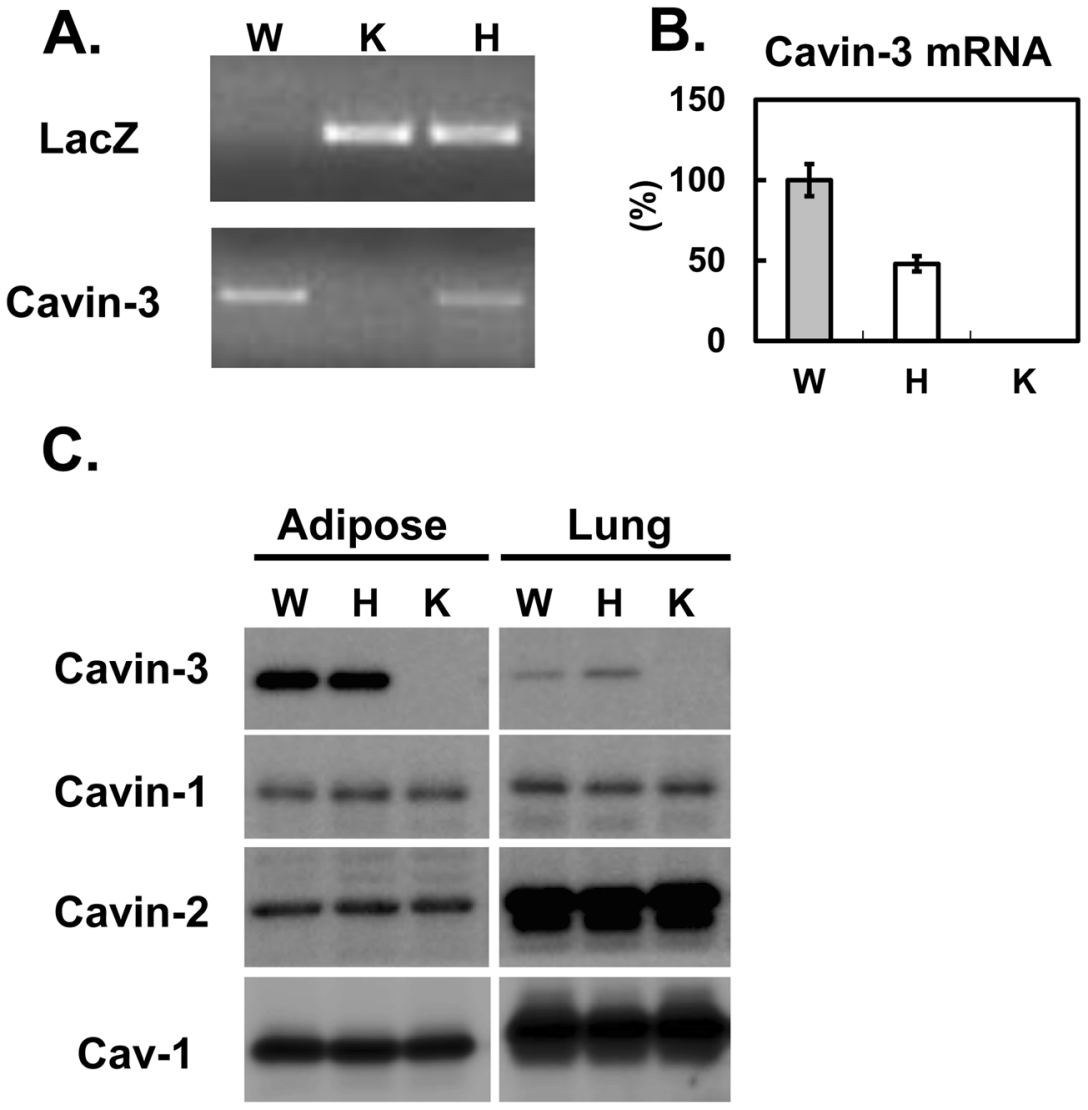
Generation of Cavin-3 knockout mouse. *Cavin-3* knockout mice were generated as described in “Method”. A. PCR genotyping was performed by using primers against LacZ and Cavin-3. B. Adipose tissue lysates (10 µg) from wild type (W), heterozygous (H) and knockout (K) mouse were separated by SDS-PAGE and transferred to PVDF membrane for immunoblotting analysis using the antibodies indicated.

**Figure 2:**
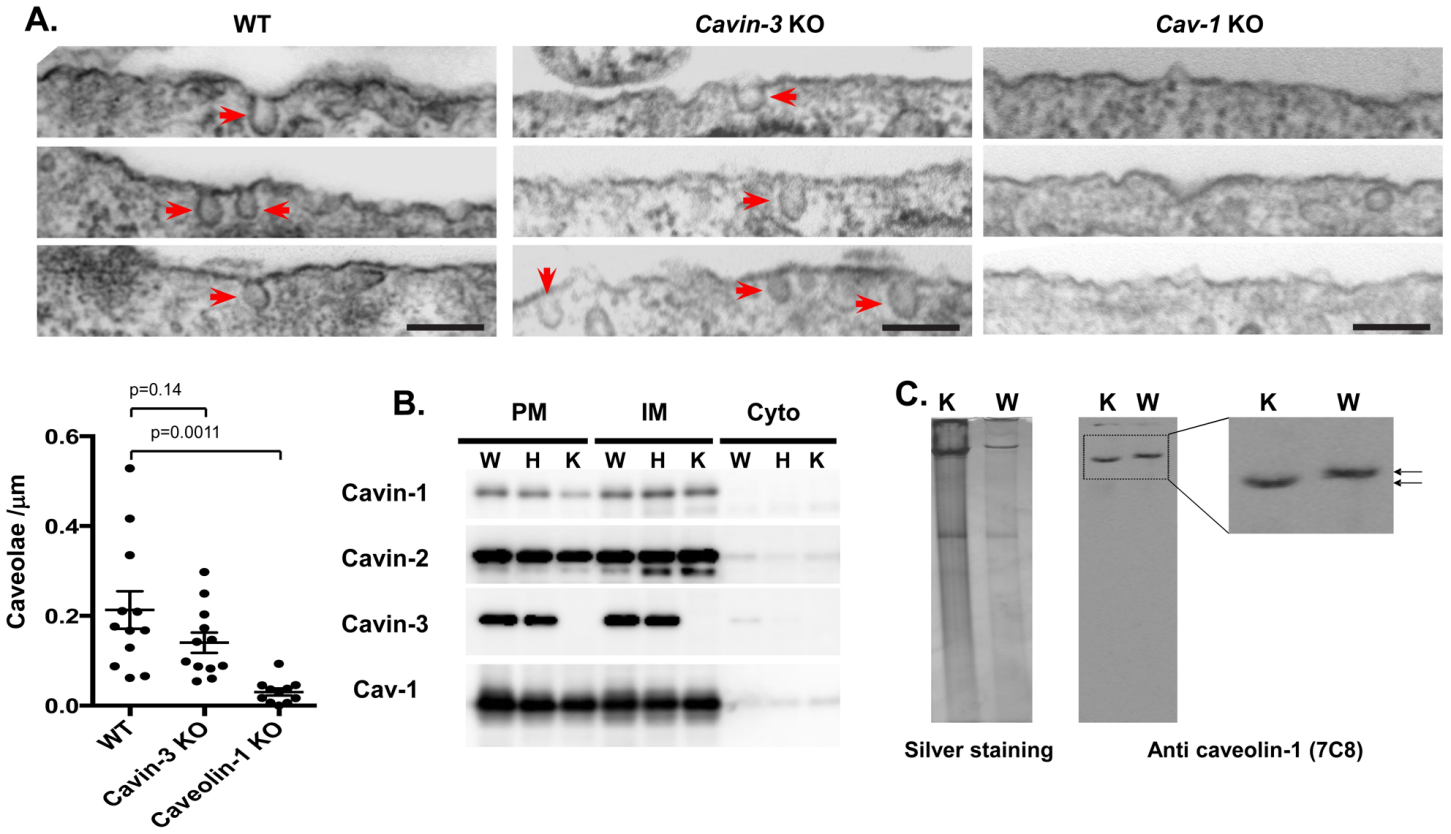
Loss of cavin-3 does not affect the expression of other caveolar proteins, their localization, or the assembly of high molecular weight caveolin complexes. A. Abundance of caveolae in Cavin-3, Cav1 knockout and WT MEFs cells. Multiple electron micrographs were obtained for each cell type (396 of control cells and 250 of cavin-3 KO cells), and both the number of caveolae and total length of plasma membrane present were quantified in each image. Caveolae were counted as omega shaped membrane profiles open at the cell surface. Bars are SEM, p values were calculated using an unpaired t-test. B. Subcellular fractionations (PM: Plasma membrane, IM: internal membranes, Cyto, cytosol) of adipocytes from wild type (W), heterozygous (H) and knockout (K) was performed as described in *Materials and Methods*. Equal protein amounts of the fractions were separated by SDS-PAGE and analyzed by Western blot by using the antibodies to the proteins indicated. Detection was by enhanced chemiluminescence (ECL). C. Wild type (WT) and cavin-3 knockout (KO) adipose tissues were solubilized in 1 ml of MBS containing 1% (v/v) Triton X-100. The lysate was homogenized and mixed with an equal volume of 80% sucrose in MBS (final volume, 2 ml) and overlaid successively with 2 ml of 30% sucrose and 1 ml of 5% sucrose (in MBS). After centrifugation at 200,000 *g* for 18 h, 0.4-ml fractions were collected from the bottom of the gradient (*fraction 1* is the top fraction). Lipid raft fractions were separated in native PAGE followed by silver staining or transferred to PVDF membrane for immunoblotting analysis using the antibodies indicated.

### Loss of cavin-3 caveolae minimally alters cavin complex integrity

To further examine if cavin-3 plays any role in caveolae complexes, we purified lipid raft fractions from adipose tissue using an established protocol based on the detergent resistance and the low buoyant density of lipid raft to separate caveolae fractions from other membrane proteins. Subsequently the protein complex(es) from lipid raft fractions was separated by a 5% native gel followed by silver staining or transferred to a PVDF membrane followed by western blotting using anti-cav1 (7C8) antibody. As shown in Figure 2C, a caveolin complex was identified at a high molecular weight (ca.≥500 KD), and interestingly, the complex from cavin-3 knockout mice shows a slight but significantly faster migrating band comparing to wild type complexes. This slight increase in mobility is consistent with loss of one component of the complex (cavin-3), but unaltered integrity of the complex *per se*. This result, together with previously published analysis of cavin complexes in *cavin-3* knockouts on sucrose velocity gradients [19], suggests cavin-3 is unlikely to be essential for the assembly of other caveolar components into high molecular weight complexes.

### Loss of cavin-3 does not have significant impact on adipose tissue and glucose metabolism

Mice lacking Cav1 and cavin-1 protein have markedly reduced adipose tissue mass and major metabolic dysfunctions due, in part, to the absence of caveolae in adipose tissue [9], [19], [23], [24]. These functional deficiencies include dyslipidemia and impaired glucose tolerance as well as resistance to weight gain on a high fat diet. Thus we determine growth curves for WT, *cavin-3* heterozygous and *cavin-3* null mice and we found them to be identical over a 30 weeks period (Fig. 3A). Upon high fat diet feeding, *cavin-3* null mice gain weight to the same degree as wild type mice. There is no difference in the fat to lean mass ratio and in fat tissue weight between WT and KO. To assess insulin sensitivity, we measured fasting blood glucose and performed intra-peritoneal glucose tolerance tests (IPGTTs) on both normal and high fat fed mice of both genotypes, and we see no differences between *Cavin-3* null and WT mice.

**Figure 3:**
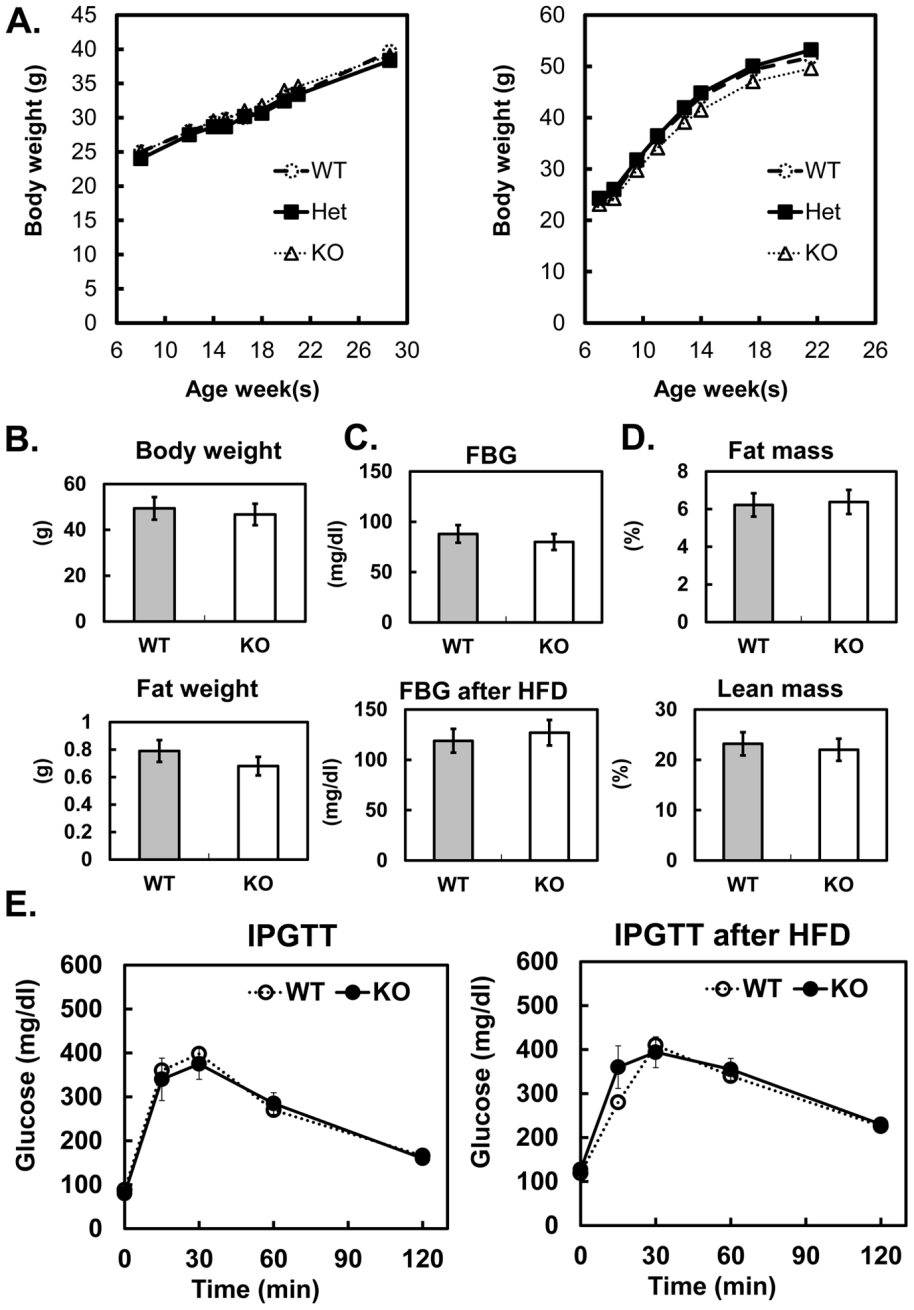
No metabolic phenotypes were detected in Cavin-3 null mice. Cavin-3 null and wild type male mice (n = 8 per group) were given a high fat diet (HFD) starting at 8 weeks of age. The mice fed normal chow served as a control. After 14 weeks on HFD, the animals were fasted for 4–6 hours and the metabolic phenotypes were measured. The body weight gain curve from control and HFD (A), fasting body and fat tissue weight(B), fasting blood glucose levels of control and after HFD (C), body composition (D) and Intraperitoneal glucose tolerance test (IPGTT) (E) are shown.

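Gene expression in adipose tissue was measured on 6 Affymetrix Mouse Gene 1.0 ST arrays, 3 of WT mice and 3 of cavin-3 KO mice, which the legend of Fig. 4 describes as separate mice. The mice were 10 weeks old and had been fasted for 6 hours by the sample labels. This array carries short probes along the exons of each gene, and the probes of a gene are summarised as a probe set. RNA was amplified into cDNA, labelled with biotin and hybridised. The deposited values are linear intensities, and the processing notes of the submitters name RMA, which corrects the background, quantile normalizes the arrays and summarises the probes. The median intensity was 70.8, 67.1 and 68.3 on the WT arrays and 68.6, 68.4 and 69.4 on the KO arrays. The values were taken to log2, and KO was compared with WT by limma over all 34760 probe sets, with Benjamini-Hochberg adjustment. Of these probe sets, 21640 are annotated with 1 gene symbol, 1321 with several and 11799 are not listed in the annotation used here. The number of arrays limits the precision: the median standard error of the KO minus WT difference was 0.13 on the log2 scale, and the 95% interval of the median probe set reached 1.24-fold to either side.

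Each array correlated most closely with an array of the other genotype across probe sets, which are not independent replicates. Pearson's r was 0.990 between WT replicate 1 and KO replicate 2, 0.989 between WT replicate 2 and KO replicate 3, and 0.991 between WT replicate 3 and KO replicate 1, against 0.973 to 0.985 within a genotype. Xist, the RNA that coats the inactive X chromosome in female cells, had a log2 signal of 11.15 in WT replicate 2 and 11.34 in KO replicate 3, and of 3.70 to 6.30 in the other 4 arrays. Uty, a Y-linked gene, had 3.36 and 3.21 in the same 2 arrays and 7.89 to 8.14 in the others.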

To further explore the possible changes due to the loss of cavin-3 in adipose tissue, we performed microarray analysis in adipose tissue from WT and KO mice (n = 3, each genotype). 

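Cavin-3 (Prkcdbp), the targeted gene, was 1 of 2 probe sets among 34760 that passed an adjusted p of 0.05 from limma, and it was lower in KO adipose tissue. The other was probe set 10566452, which the annotation used here does not name. Its log2 signal was 5.65 ± 0.16 (SD, n = 3) in WT and 9.02 ± 0.07 (SD, n = 3) in KO, a 10.4-fold higher level with a 95% interval of 8.64 to 12.5 and an adjusted p of 0.00121 from limma. The thresholds of the study were above 2-fold or below 0.5-fold with a P value under 0.01, and whether it was adjusted is not stated. With the unadjusted p from limma, 6 probe sets were left at these thresholds, 3 higher and 3 lower in KO. That number was 10 (8 higher), 11 (5 higher) and 20 (16 higher) without WT replicates 1, 2 and 3, and 11 (6 higher), 22 (13 higher) and 9 (5 higher) without KO replicates 1, 2 and 3. Cavin-3 was the 1 probe set of these with a single gene symbol. The others besides probe set 10566452 were 2.36-fold and 2.35-fold higher and 0.472-fold and 0.499-fold in KO, each with an adjusted p of 1.00 from limma.

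Most of the transcripts differed little between the genotypes: 99.0% of the probe sets lay within 1.5-fold, 35 exceeded 2-fold in either direction at any p, 677 had an unadjusted p under 0.05 (310 higher and 367 lower in KO), and 100 had one under 0.01. The 3 WT values and the 3 KO values did not overlap for 919 of 19937 genes (4.61%, where 10% is the share that chance gives). Probe set 10566452 kept its call without any 1 array (adjusted p 0.00616 to 0.0349 from limma) but not with the methods' t-test on log2 values (adjusted p 0.168), by which no probe set was called.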

As shown in the Volcano plot of Figure 4, the changes between KO and WT are minor, and the genes which change by >2-fold or <0.5 fold with P value smaller than 0.01 are limited. 

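Of the 25 altered genes that Table 1 lists, 21 had a probe set of their own here, and Trac, Gm4972, Crisp1 and Serpina1b were not analysed here. Apart from cavin-3, all 20 lay on the side given in Table 1 with all 6 arrays, but 6 turned without single arrays: Acly, Actg2 and Cnn1, given below, Pcp4 from 1.67-fold to 0.623-fold without WT replicate 3 and 0.825-fold without KO replicate 2, Xist from 1.77-fold to 0.640-fold without WT replicate 3 and 0.460-fold without KO replicate 3, and Mmp7 from 1.53-fold to 0.530-fold without KO replicate 1. Other single arrays moved 2 of these genes upward, Pcp4 to 4.98-fold without WT replicate 1 and Xist to 8.45-fold without WT replicate 2. Pcp4 was also at 0.939-fold on linear values and, by group medians, Mmp7 at 0.739-fold and Acly at 1.02-fold. The study chose these genes on the same arrays, so this is not independent evidence of their direction. None of the 20 passed an adjusted p of 0.05 from limma, neither over all probe sets nor adjusted over the list alone, and none passed with the methods' t-test. Inmt and Hspb7 had an unadjusted p under 0.05.

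Inmt, which methylates indoleamines, was 2.74-fold higher in KO (95% interval 1.33 to 5.63, adjusted p = 1.00 from limma), with log2 signals of 10.02 to 10.27 in KO and 7.96 to 9.72 in WT. Hspb7, a small heat shock protein, was 1.84-fold higher (1.05 to 3.22). These 2 of the 20 genes had values that did not overlap between genotypes, where chance gives 10%. The uroplakin genes Upk1a and Upk2, which encode proteins of the urothelial surface, were at 0.339-fold (0.0579 to 1.99) and 0.571-fold (0.243 to 1.34) in KO. Upk1a had a log2 signal of 9.61 in WT replicate 2 and 5.23 to 6.41 in the other 5 arrays, and was at 0.814-fold without WT replicate 2 and 0.179-fold without WT replicate 3. Acly and Scd2, enzymes of fatty acid synthesis and desaturation, were at 0.640-fold (0.233 to 1.76) and 0.671-fold (0.331 to 1.36), and Acly had a signal of 11.46 in WT replicate 2 against 8.92 to 9.81 in the others and was at 1.05-fold without it. Actg2 and Cnn1, contractile genes of smooth muscle, were at 0.668-fold (0.0791 to 5.65) and 0.667-fold (0.0831 to 5.36). Single arrays turned the direction of both: they were at 1.19-fold and 1.21-fold without WT replicate 1 and at 1.32-fold and 1.27-fold without KO replicate 1, against 0.359-fold and 0.363-fold without WT replicate 3 and 0.296-fold and 0.303-fold without KO replicate 2. Actg2 had 10.96 in WT replicate 1 and 11.07 in KO replicate 2, and 6.75 to 9.43 in the other 4 arrays. Alb, the serum albumin gene, was 2.34-fold higher (0.613 to 8.90), and Cdsn, a gene of cornified skin, 2.53-fold higher (0.587 to 10.9). Alb was at 1.49-fold without WT replicate 3, 1.54-fold without KO replicate 1 and 3.80-fold without KO replicate 2, and Cdsn at 4.73-fold without WT replicate 2 and 1.27-fold without WT replicate 3. For every 1 of the 20 genes, the range within WT or within KO was larger than the difference between the genotypes. WT replicate 2 was the highest or lowest array for 11 of them.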

As shown in Table 1, the altered mRNAs have no obvious connection to adipocyte or caveolar biology. 

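Cavin-3 (Prkcdbp) had a log2 signal of 10.46 ± 0.43 (SD, n = 3) in WT adipose tissue and 6.90 ± 0.19 (SD, n = 3) in KO. The KO level was 0.0843-fold of WT (95% interval 0.0578 to 0.123), with a log2 difference of -3.57 (standard error 0.23, adjusted p = 0.0409 from limma). The lowest WT array exceeded the highest KO array by 2.93. In the targeted allele a lacZ/neo fusion cassette stands in place of the full-length gene, and where the probes lie in the gene was not analysed here.

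The other caveolar genes had nearly equal levels in both genotypes. Cav1, the main caveolin of adipocytes, was at 1.01-fold in KO (95% interval 0.882 to 1.15). Cavin-1 (Ptrf), without which caveolae do not form, was at 0.988-fold (0.846 to 1.15), and cavin-2 (Sdpr) at 1.03-fold (0.846 to 1.25). Cav2 was at 0.999-fold, Ehd2, an ATPase at the neck of caveolae, at 0.987-fold, Aoc3 at 0.990-fold, and the scavenger receptor genes Scarb1 and Cd36 both at 1.02-fold. The widest difference of the 16 listed caveolar genes was that of Ehd3, at 1.27-fold (0.798 to 2.02). None of the 16 passed an adjusted p of 0.05 from limma, over all probe sets or adjusted over the list alone, none had an unadjusted p under 0.05, and none was called by the methods' t-test. As a list, the 16 genes did not pass camera's test with the preset correlation (median log2 difference 0.02, adjusted p = 0.300), but did without WT replicate 3 (0.06, adjusted p = 0.0394), a call lost with an estimated correlation (0.761).

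The log2 difference of cavin-3 stayed between -3.78 and -3.35 without each array in turn, so its size did not rest on any 1 array. The call did not hold in most of these smaller fits. Its adjusted p from limma was 0.0459 without WT replicate 1, 0.0722 without WT replicate 2 and 0.509 without WT replicate 3. It was 0.438 without KO replicate 1, 0.324 without KO replicate 2 and 0.361 without KO replicate 3. With the methods' t-test on log2 values its adjusted p was 1.00.

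**Figure D1:**
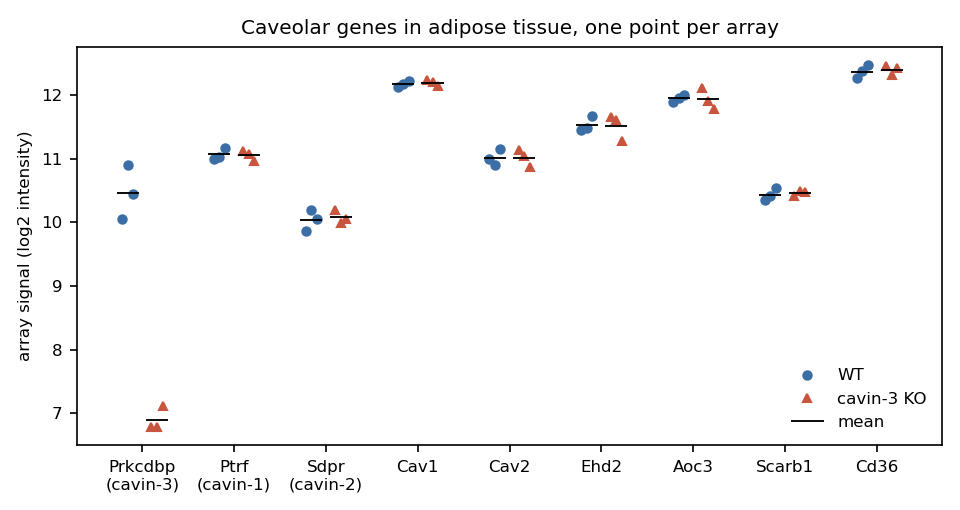
Log2 intensity of cavin-3 and 8 other caveolar genes in adipose tissue, with 1 point per array for WT (circles) and cavin-3 KO (triangles) and a line at each mean. The WT and KO points of cavin-3 are 2.93 apart at their closest, and those of each other gene overlap.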

As expected, cavin-3 mRNA is the most dramatically down-regulated in the null mice and none of the other caveolar genes is affected by *Cavin-3* deletion (Table 1). In addition, a pathway analysis did not show any significant changes, null *versus* WT (data not shown).

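Over lists of pathway and cell type genes fixed before the data were examined, the members of several lists lay mostly on one side. The values of Table 1 had been seen, however, and some lists hold genes that it gives as altered on these same arrays. Among them were 4 genes of urothelium, 2 of fatty acid synthesis, 2 of smooth muscle cell and 1 of liver. All 16 measured liver genes were higher in KO (median log2 difference 0.65), among them Apoh (0.54), Ttr (0.78), a thyroid hormone carrier, and Cps1 (0.64), of the urea cycle. Most were dim: 4 of the 16 lay above the median signal on every array, and Apoh, Ttr and Cps1 did not. Of 17 genes of cholesterol synthesis 16 were lower in KO (median -0.33), including Idi1 (-0.48), Cyp51 (-0.43) and Msmo1 (-0.40). Of 18 urothelium genes 16 were lower (median -0.48), such as the keratin gene Krt15 (-0.72). Of 23 genes of oxidative phosphorylation 20 were lower (median -0.11), and of 17 endothelial genes 15 were higher. Testis germ cell genes (13 of 13 higher) and brown and beige adipocyte genes (14 of 15 higher) were as one-sided but did not pass the test of their lists with all 6 arrays. Single arrays turned both medians, from 0.19 to -0.09 without KO replicate 2 for testis germ cell genes. For brown and beige adipocyte genes the median went from 0.08 to -0.11 without KO replicate 3. None of the 440 measured list genes passed an adjusted p of 0.05 from limma over all probe sets, and none did adjusted over its own list alone or with the methods' t-test, while 6 had an unadjusted p under 0.05 in limma.

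With a preset correlation of 0.01 between genes, limma's camera called 8 of 28 lists. Liver (adjusted p = 4.9e-10), endothelial cell (0.0030) and circadian clock genes (0.036) were higher, and genes of cholesterol synthesis (5.1e-06), urothelium (4.6e-05), oxidative phosphorylation (0.00086), T cell (0.015) and extracellular matrix (0.028) were lower in KO. With an estimated correlation, camera called 0 lists (adjusted p = 0.885 for each of the 8), and fry called 0 (adjusted p = 0.995). Without WT replicate 2, the adjusted p with the preset correlation was 0.176 for cholesterol synthesis, 0.127 for urothelium, 0.818 for oxidative phosphorylation and 0.999 for endothelial genes, and the 4 medians were -0.06, -0.13, 0.01 and -0.02. WT replicate 2 was the highest array for 11 of the 17 genes of cholesterol synthesis. Without KO replicate 3 the adjusted p was 0.117 for oxidative phosphorylation (median -0.07) and 0.067 for urothelium, and the median of cholesterol synthesis was -0.20. The urothelium median was -0.81 without WT replicate 3 and -0.80 without KO replicate 2, and that of oxidative phosphorylation -0.17 without WT replicate 1. The endothelial median, 0.08 with all arrays, was 0.21 without WT replicate 3 and 0.13 without KO replicate 2. Liver genes passed with the preset correlation without any 1 array (adjusted p at most 0.00027), and with an estimated correlation in none of these fits (0.614 to 0.955). Their median was 0.37 without KO replicate 1, which was the highest array for 12 of the 16, and WT replicate 3 was the lowest for 11. It was 1.15 without WT replicate 1 and KO replicate 2, a pair chosen after the data had been seen. Without the dimmer probe sets 6 liver genes remained, with a median of 0.56. Their adjusted p was 0.00215 with the preset and 0.509 with an estimated correlation. Of the 13 T cell genes, 1 lay above the median signal on every array. T cell genes lost the call without WT replicate 3 (0.407), KO replicate 1 (0.0589) or KO replicate 2 (0.363), circadian clock genes without WT replicate 1 (0.111), WT replicate 2 (0.134), KO replicate 1 (0.640) or KO replicate 2 (0.418), and extracellular matrix genes without any 1 array other than KO replicate 3 (0.0599 to 0.676) or with quantile normalization (0.0527). Array weights ended the calls of cholesterol synthesis (0.0871), oxidative phosphorylation (0.318), endothelial (0.849) and urothelium genes (0.418).

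The adipocyte marker list of 21 genes had a median log2 difference of 0.03 (12 higher, 9 lower, adjusted p = 0.262 from camera), with Pck1, of glyceroneogenesis, at 0.20. Of 15 lipolysis and lipid droplet genes 8 were higher and 7 lower (median 0.01, adjusted p = 0.951), and of 20 genes of insulin signalling and glucose uptake 9 were higher and 11 lower (median -0.02, adjusted p = 0.962). Genes of fatty acid synthesis had a median of -0.08 (14 of 19 lower, adjusted p = 0.161) and were highest in WT replicate 2 for 13 of the 19. Single arrays turned this list: it was called lower without WT replicate 1 (median -0.32, adjusted p = 0.00662) or WT replicate 3 (-0.19, 0.0317), and higher without WT replicate 2 (0.07, 0.0332). Adipocyte markers were called higher without WT replicate 3 (0.05, 0.0481). With an estimated correlation these 4 calls were lost (adjusted p 0.744 to 0.813). The smallest unadjusted p in a list belonged to Cd3g, a T cell receptor subunit, at -0.42 (adjusted p = 1.00 from limma).

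Genes of other tissues varied between arrays of the same genotype. The list means of skeletal muscle and of brown and beige adipocyte genes were higher in WT replicate 2 and KO replicate 3, and that of epididymis epithelium genes in WT replicate 1 and KO replicate 2. From the volcano plot of Fig. 4, the paper concludes that the changes between KO and WT were minor, and it states that its pathway analysis, which it does not show, gave no significant change.

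**Figure D2:**
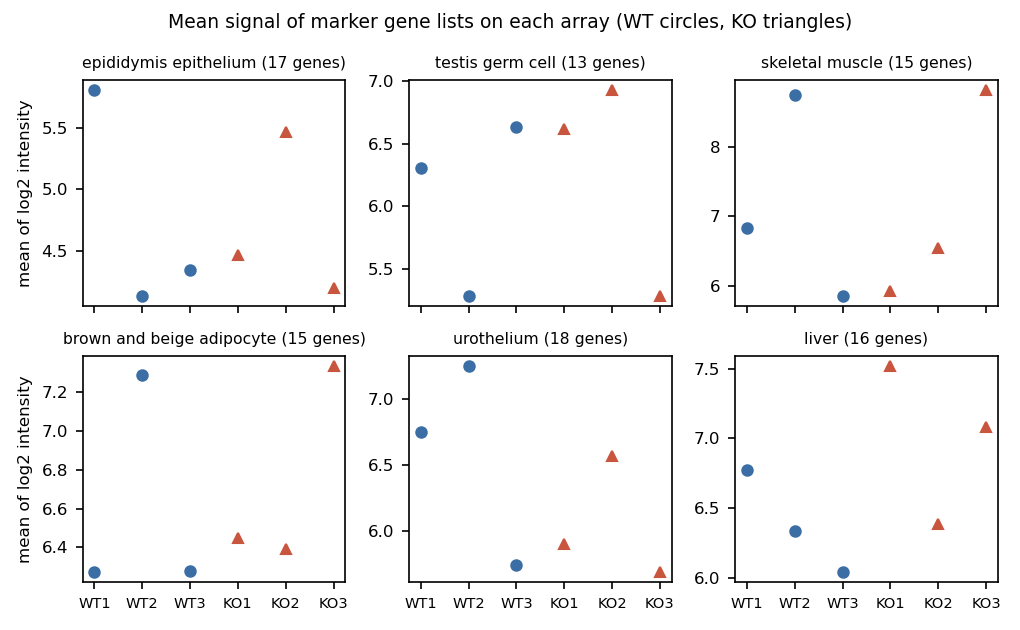
Mean log2 intensity of 6 marker gene lists on each of the 6 arrays (WT circles, KO triangles). Skeletal muscle genes were at 8.74 in WT replicate 2 and 8.81 in KO replicate 3, and at 5.86 to 6.84 on the other arrays.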

**Figure 4:**
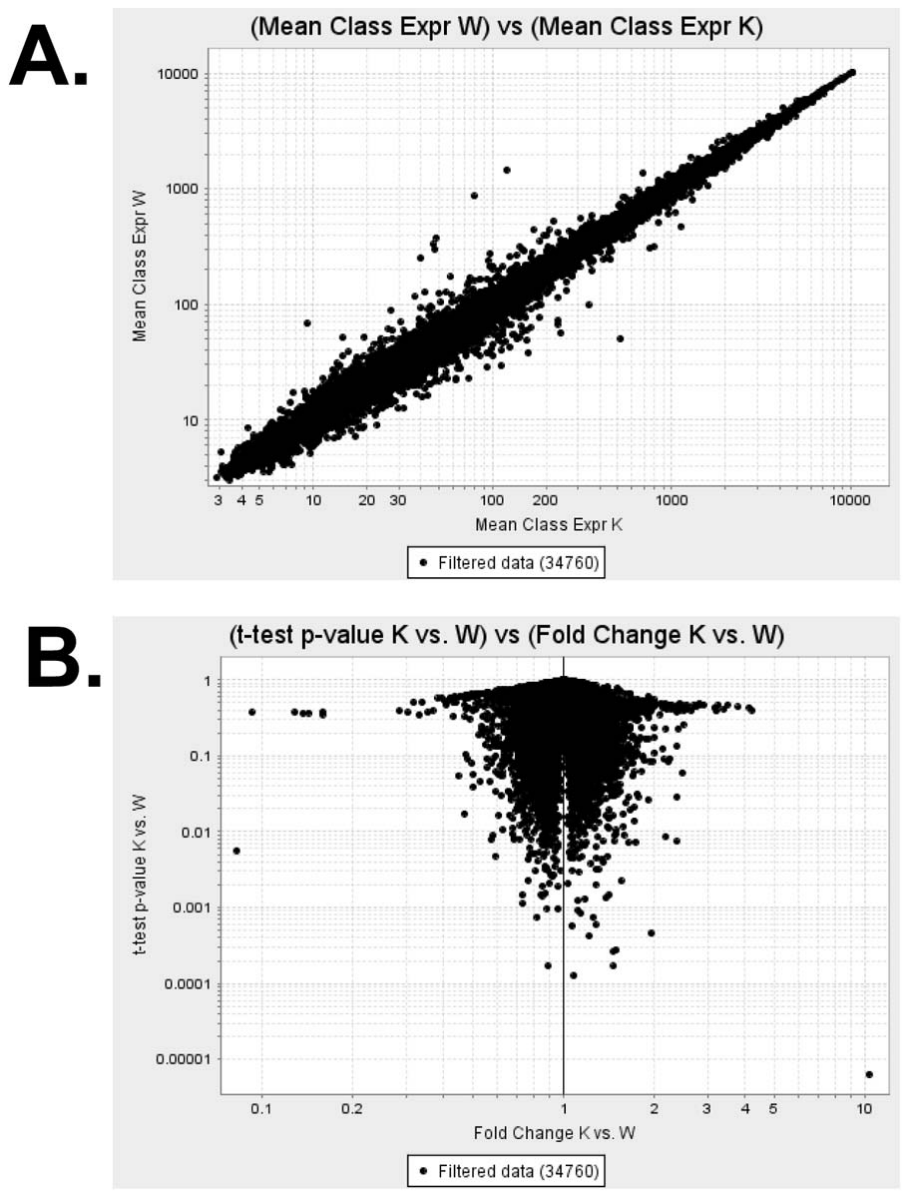
Microarray analysis from adipose tissue shows minimum changes between cavin-3 null and wild type mice. Total RNA was isolated using Trizol (Invitrogen). After checking the sample integrity total RNA was reverse transcribed and labeled with biotin. The labeled, fragmented DNA was hybridized to the Mouse Gene 1.0 ST Array. Thereafter, the data were processed, normalized, analyzed, and visualized by GenePattern software modules. The results are shown in A. mean value from wild type and cavin-3 null samples (n = 3 mice, each genotype) and B. Volcano plots.

**Table 1:** List of top down and up-regulated and caveolae related genes in microarray.

Entrez Gene ID	Symbol	Description	KO/WT (Folds)
Down			
109042	Prkcdbp	protein kinase C, delta binding protein	0.08
109637	Upk1a	uroplakin 1A	0.33
18436	P2rx1	purinergic receptor P2X, ion channel, 1	0.51
13074	Cyp17a1	cytochrome P450, family 17, subfamily a1	0.52
17068	Ly6d	lymphocyte antigen 6 complex, locus D	0.54
22269	Upk2	uroplakin 2	0.57
104112	Acly	ATP citrate lyase	0.63
11468	Actg2	actin, gamma 2, smooth muscle, enteric	0.64
100101484	Trac	T cell receptor alpha constant	0.66
12797	Cnn1	calponin 1	0.66
20250	Scd2	stearoyl-Coenzyme A desaturase 2	0.66
110310	Krt7	keratin 7	0.67
22142	Tuba1a	tubulin, alpha 1A	0.67
83433	Trem2	triggering receptor expressed on myeloid cells 2	0.67
Up			
244189	Gm4972	predicted gene 4972	3.34
21743	Inmt	indolethylamine N-methyltransferase	2.76
386463	Cdsn	corneodesmosin	2.56
11657	Alb	albumin	2.33
29818	Hspb7	heat shock protein family, member 7	1.86
11571	Crisp1	cysteine-rich secretory protein 1	1.86
18546	Pcp4	Purkinje cell protein 4	1.83
54612	Sfrp5	secreted frizzled-related sequence protein 5	1.71
213742	Xist	inactive X specific transcripts	1.68
17393	Mmp7	matrix metallopeptidase 7	1.67
20701	Serpina1b	serine preptidase inhibitor, clade A, member 1B	1.66
Caveolae related			
19285	Ptrf (Cavin-1)	polymerase I and transcript release factor	0.99
20324	Sdpr (Cavin-2)	serum deprivation response	1.02
12389	Cav1	caveolin 1, caveolae protein	0.99
12390	Cav2	caveolin 2	0.99
259300	Ehd2	EH-domain containing 2	0.98
11754	Aoc3 (SSAO)	amine oxidase, copper containing 3	0.99
20778	Scarb1 (CD36)	scavenger receptor class B, member 1	1.01

## Discussion

Our results clearly show that upon the loss of cavin-3, there is no major impact on the expression of other caveolae proteins such as Cav1, cavin-1 and 2 at both the mRNA (Table 1) and protein levels (Figure 1B, 2B and [19]). Likewise there is no major impact of cavin-3 deficiency on caveolae formation (Fig. 2A, [19]), or the assembly of caveolar proteins into high molecular weight complexes (Fig. 2B, [19]). Body weight and composition (Fig. 3A–D) and glucose tolerance (Fig. 3E) are essentially the same in congenic control and *cavin-3* knockout mice Previous studies also showed that deletion of *cavin-3* resulted in unchanged caveolae number in fat endothelium and in the adipocytes themselves as well as in other tissues [19].

Based on the immuno-E.M staining of cavin-3 in adipocyte caveolae [11] it appears that cavin-3 protein is considerably less abundant than the other cavins, particularly in adipocytes, but it is also less abundant in Hela cells [25]. Of course, it cannot be ruled out that the former result may be due to epitope masking, but taken together, the available stoichiometric and structural data suggest the relative contribution of cavin-3 to the protein complexes of caveolae is the least of the three cavins. Cavin-3 is well conserved across vertebrate species as are other cavin proteins, and so it is likely to be under continued selective pressure. The function of cavin-3 is, however, still unclear. Intriguingly, there is evidence that cavin-3 is involved in circadian rhythm formation, possibly acting outside of caveolae [26].

A recent report from Hernandez *et al.* showed a dramatic phenotype due to *cavin-3* deficiency, with extensive changes in signal transduction proteins in lung at a relatively young age and severe lipodystrophy leading to a 40% body weight reduction at 2 years of age [22]. The metabolic differences can possibly be explained by age, and although we did not examine lung signal transduction, the normal metabolic responses suggest Akt-dependent signaling in insulin responsive tissues is normal. The data generated herein were duplicated using 2 different clones from KOMP to generate ES cells in the C57BL/6 mouse genetic background. In contrast, the genetic background of the ES cells used by Hernandez *et al.* was the 129Sv/J mouse, which was subsequently backcrossed for 8 generations in the C57BL/6 lineage. Their knockout strategy was also different from ours and their genotyping data was not provided [22]. In addition, there is no clear, known function of genes or elements around cavin-3 gene locus. But genetic mouse strain differences can cause significant phenotypic differences [27]. However, we can state with confidence that the mice generated as part of our study lack cavin-3 protein, and this does not result in profound effects on caveolae structure and composition, or on metabolic phenotypes up to age 30 weeks, so cavin-3 is unlikely to be absolutely essential for caveolae and metabolic regulation. It is certainly possible nevertheless, that the *cavin-3* null mice may have a subtle phenotype that will require additional scrutiny to identify.

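In the gene order of the mouse RefSeq annotation (GRCm38.p6), cavin-3 (Prkcdbp) has the cholecystokinin B receptor gene Cckbr next to it on one side. Gm4972, annotated as a pseudogene and listed in Table 1 among the genes higher in KO, lies between Cckbr and Cnga4 and was not analysed here. Cnga4, a subunit of the cyclic nucleotide-gated channel of olfactory neurons, Fam160a2 and a group of olfactory receptor genes follow farther out. On the other side lie Smpd1, which encodes acid sphingomyelinase, Apbb1, Hpx (hemopexin), Trim3 and Arfip2. Of the 10 annotated genes on each side, 13 were measured in adipose tissue of 3 WT and 3 cavin-3 KO mice, 8 on the side of Cckbr and 5 on the side of Smpd1.

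Cnga4, Cckbr and Fam160a2 were higher in KO, each past an adjusted p of 0.05 when adjusted over the list alone. Cnga4 was 1.95-fold higher (95% interval 1.65 to 2.32, adjusted p over the list = 0.000701 from limma), with log2 signals of 4.25 to 4.46 in WT and 5.19 to 5.39 in KO. Cckbr was 1.75-fold higher (1.34 to 2.28, adjusted p over the list = 0.00822 from limma), with 4.46 to 5.00 in WT and 5.46 to 5.70 in KO. Fam160a2 was 1.57-fold higher (1.27 to 1.94, with the same adjusted p), with 8.06 to 8.20 in WT and 8.56 to 8.97 in KO. Smpd1 was at 0.949-fold (0.757 to 1.19), Apbb1 at 0.959-fold, Trim3 at 0.942-fold and Arfip2 at 0.966-fold, and Hpx at 1.37-fold (0.844 to 2.21). These 5 genes and the other 5 measured on the side of Cckbr did not pass the test, and the difference between the sides was not tested.

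Over all probe sets, none of the 13 passed an adjusted p of 0.05 from limma or from the methods' t-test, and 4 had an unadjusted p under 0.05. Cnga4 and Cckbr are dim on these arrays, and without the dimmer probe sets 1 of 5 neighbours passed, adjusted over the list alone. With the methods' t-test on linear values 2 of 13 passed. In fits added after the data had been seen, 2 of 13 passed without WT replicate 2 and KO replicate 3 and 1 of 13 without WT replicate 1 and KO replicate 2, while the median log2 difference of Cnga4, Cckbr and Fam160a2 was 0.85 and 0.71, against 0.81 with all arrays.

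**Figure D3:**
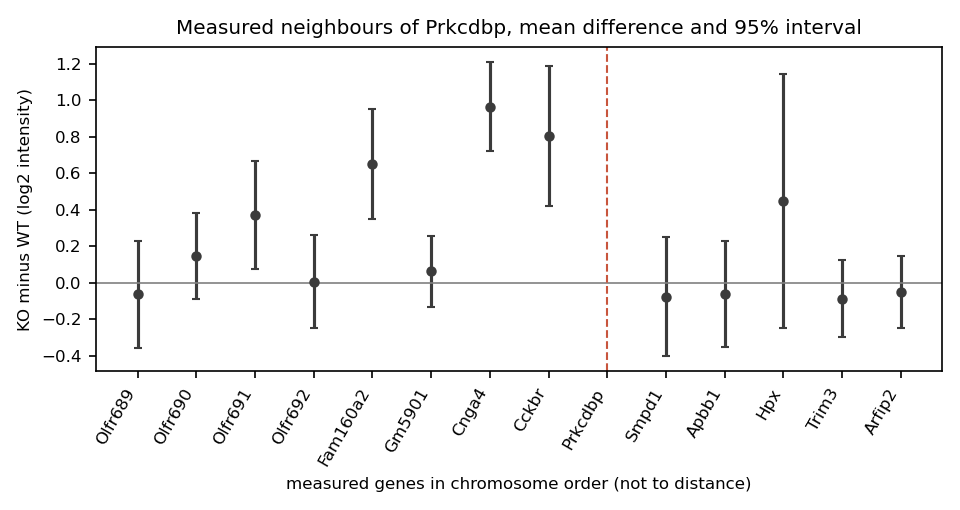
KO minus WT difference in log2 intensity (points, with 95% intervals) of the 13 measured neighbours of Prkcdbp, in chromosome order and not to distance, with the place of Prkcdbp as a dashed line. The intervals of Cnga4 (0.72 to 1.21), Cckbr (0.42 to 1.19) and Fam160a2 (0.35 to 0.96) lie above 0, as does that of Olfr691 (0.08 to 0.67), which did not pass the test adjusted over the list alone.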

## Materials and Methods

### Ethics Statement

All animal studies were performed in accordance with the guidelines and under approval of the Institutional Review Committee for the Animal Care and Use of Boston University. Animal use in Cambridge was carried out under a license from the UK Home Office and was approved by MRC-LMB Ethical Review.

### Reagents

Monoclonal antibodies recognizing cavin-1 (2F11) [28] and Cav1 (7C8) [29] have been previously described. The following antibodies were commercially acquired: anti-Cav1 was from BD Transduction Laboratories (San Jose, CA), anti-actin was from Sigma; anti-transferrin receptor was from Zymed Laboratories Inc. Invitrogen. Additional anti-cavin-1/PTRF antibodies were purchased from BD Transduction. Polyclonal rabbit anti-cavin-2/3 antibodies were produced against a peptide sequence at the C terminus of the proteins (21st Century Biochemicals, Hopkinton, MA).

### Mice

The Cavin-3 knockout mice were generated by microinjecting targeted ES cells (KOMP, derived from C57BL/6N, VD11448, clone 11448A-D8 in Cambridge and clone 11448A-A12 in Boston) into C57BL/6 blastocysts, and these gave rise to male chimeras with significant ES cell contribution (as determined by coat color). By mating with C57BL/6 females and genotyping the offspring by PCR analysis, germ line transmission was confirmed. Male and female heterozygous F1 animals were interbred to obtain Cavin-3 knockout (Cavin-3 KO) animals. The MEF experiments of Figure 2 used mice from Cambridge, and all other experiments shown were done using mice from Boston. Male animals only were analyzed at ≥8 weeks of age. The animals were maintained in a pathogen-free animal facility at 21°C under a 12-h light/12-h dark cycle with access to a standard rodent chow. In the feeding studies the mice were fed normal chow (NC, 10% fat, D12450B, Research Diets, Inc.) or a high fat diet (HFD, 60% fat, D12492, Research Diets, Inc.). Except when specifically noted, all mice used for *in vivo* or *in vitro* studies were fasted for 4–6 hours starting from early morning prior to use. For tissue harvesting, mice were sacrificed under CO2 anesthesia, and tissues were rapidly taken and immediately frozen in liquid nitrogen and stored at −80°C until biochemical analysed.

The cavin-3 knockout mice produced in Cambridge have been previously published [19], and were derived from KOMP clone 11448A-D8. Mouse embryo fibroblast (MEF) were produced from these mice by timed mating and embryo harvest at day E12.

### Subcellular fractionation and lipid raft flotation

This procedure was performed on mouse adipocytes essentially as originally described for rat adipocytes [30]. Isolated mouse adipocytes were washed by cold PBS for three times, cold HES buffer once, and homogenized with a Teflon-glass tissue grinder in HES buffer. Subcellular fractions (plasma membrane (PM), internal membranes (IM) and cytosol (Cyto)) were obtained by differential centrifugation and resuspended in HES. Buffers used with subcellular fractionation contained a protease inhibitors cocktail from Sigma. The flotation protocol was performed as described in previous studies [10]. Briefly, 0.5 g adipose tissue were lysed in 2 ml of MBS (25 mM MES and 150 mM NaCl, pH 6.5) containing 1% Triton X-100 and supplemented with a protease inhibitor mix (Roche Molecular Biochemicals). The samples were then incubated at 4°C for 20 min with end-over-end rotation. The solubilized lysates were homogenized with 10 strokes of a Dounce homogenizer, and 1 ml of the homogenate was added to an equal volume of 80% (w/v) sucrose in MBS. The solubilized cells (in 40% sucrose) were placed at the bottom of a centrifuge tube and overlaid successively with 2 ml of 30% sucrose and 1 ml of 5% sucrose (in MBS). After centrifugation at 240,000×g in a Beckman SW55 rotor for 18 hours, 0.3- to 0.4-ml fractions were collected from the bottom of the gradient.

### Gel Electrophoresis and immunoblotting

Proteins were resolved by SDS-PAGE as described [31]. Gels were transferred to PVDF (polyvinylidene difluoride) membranes pretreated with methanol (Biorad, Hercules, CA) in 25 mM Tris, 192 mM glycine. Membranes were blocked with 1% BSA in PBS containing 0.1% Tween 20 for 1 hour at room temperature. Membranes were then probed with the primary antibodies for either overnight at 4°C or 2 hours at room temperature and incubated with Horseradish peroxidase-conjugated secondary antibodies (Sigma). Signals were enhanced with chemiluminescence reagents (Perkin Elmer Life Sciences, Boston, MA) for detection of Western signals using a Fujifilm LAS-4000 scanner or Autoradiography Film (Molecular Technologies, St. Louis MS).

### Microarray analysis

All procedures were performed at the Boston University Microarray Resource Facility. Briefly, the total RNAs from 3 each WT and cavin-3 KO were isolated using Trizol (Invitrogen) and sample integrity was verified using RNA 6000 Pico Assay RNA chips run in Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Total RNA was reverse transcribed using Ovation Pico WTA System V2 (Nugen, San Carlos, California). The obtained SPIA-amplified cDNA was purified using Agencourt RNA clean XP Purification Beads and fragmented (5 ng) and labeled with biotin using the Encore Biotin Module (NuGEN, San Carlos, California). SPIA-amplified cDNA and fragmented cDNA quality controls were carried out by running an mRNA Pico assay in the Agilent 2100 Bioanalyzer. The labeled, fragmented DNA was hybridized to the Mouse Gene 1.0 ST Array (Affymetrix, Santa Clara, CA) for 18 hours in a GeneChip Hybridization oven 640 at 45°C with rotation (60 rpm). The hybridized samples were washed and stained using an Affymetrix fluidics station 450. After staining, microarrays were immediately scanned using an Affymetrix GeneArray Scanner 3000 7 G Plus (Affymetrix, Santa Clara, CA). Thereafter, the data were processed, normalized, analyzed, and visualized by GenePattern software modules. The dataset has been submitted to Gene Expression Omnibus (GEO) and the accession number is GEO57513.

### Electron microscopy and quantification of caveolar abundance

MEFs were fixed with 2.0% PFA, 2.5% Glutaraldehyde (GA) in 0.1 M Sodium Cacodylate buffer pH 7.4. Following several buffer washes, cells were post fixed in 1% Osmium Tetroxide in 0.1 M Sodium Cacodylate buffer for 1 hour at 4°C. They were then *enbloc* stained with 2% Uranyl Acetate in 30% ethanol and further dehydrated in an increasing ethanol series, followed by propylene oxide and infiltration and embedding in CY212 resin. Sections were counterstained with Reynolds Lead Citrate and viewed on a Philips 208 microscope operated at 80 kV. Digital images were obtained using a CCD camera. Caveolae were quantified by tracing the perimeter of entire cell outlines from images at 36000×magnification (15–40 images per cell), and counting the caveolae in each image by morphology. The investigator doing the counting was blind to the genotype of the sample. 12 randomly selected cells were analysed per genotype.

### Statistical analyses

Data are presented as the means ± SEM. The significance of differences between groups was evaluated using a student t-test. A p value <0.05 was considered significant.

How the deposited data were processed for this re-analysis (not part of the article)

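RNA of adipose tissue from 3 WT and 3 cavin-3 KO mice, each 10 weeks old and fasted for 6 hours, was measured on 6 Affymetrix Mouse Gene 1.0 ST arrays. The authors amplified the RNA, hybridised the labelled cDNA and processed the scans with GenePattern modules. The values the authors deposited are linear intensity values per probe set, and the submitters' processing notes name RMA without a version. RMA already includes background correction and quantile normalization, so neither was repeated except as an alternative. The genome build behind the annotation of the array is not given in the sources used here, and no coordinates were used. The scanner files were not used here, so signal over background could not be judged and dim probe sets were defined by their mean signal.

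The intensities were taken to log2. KO was compared with WT by limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with no covariate, and p-values were adjusted by the method of Benjamini and Hochberg over all 34760 probe sets. Adjusted p-values printed for single genes come from this limma fit unless another test is named. A fold is 2 to the power of the log2 difference and intervals cover 95%. The thresholds of the study (above 2-fold or below 0.5-fold, P value under 0.01) were applied to the same fit. The paper does not state whether its P value was adjusted, and the unadjusted p was used here. The Statistical analyses section of the paper names a Student t-test, which was run as an alternative and is called the methods' t-test.

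Genes were named from the platform annotation. Of the 21640 probe sets with 1 symbol, 21553 matched the mouse RefSeq table (GRCm38.p6) and 0 names changed. No gene was named from the 1321 probe sets with several symbols or the 11799 that the annotation does not list. Where a gene had several probe sets, the one with the highest mean over the 6 arrays was used, which left 19937 genes. Prkcdbp and Ptrf are listed there under their newer symbols Cavin3 and Cavin1, and Sdpr as Cavin2. The genes named in the text are those of Table 1 (whose values had been seen), those past the adjusted p or the study's thresholds with a single symbol, up to 4 genes with the smallest unadjusted p in each gene list, and genes around Prkcdbp with an adjusted p under 0.05 or else the nearest on each side. Other genes named were chosen after their values were seen. These are Fam160a2 and the farther neighbours of Prkcdbp, Cd36, and genes that describe single arrays.

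The 30 gene lists (476 genes, of which 440 were measured) cover caveolae, lipid and energy metabolism, the circadian clock, matrix, stress and inflammation, and the cell types and tissues that a fat sample could hold. The 28 lists with at least 5 measured genes were tested with limma's camera at a preset correlation of 0.01 and, beside it, with camera at an estimated correlation and with fry. The neighbours of Prkcdbp were the 10 annotated genes on each side. The comparisons, lists and most alternatives were set before the data were examined. The alternatives were the methods' t-test on log2 and on linear values, ratios of medians, quantile normalization, median centring, a filter on dim probe sets, single-symbol probe sets, a trend and robust variance, array weights, a replicate block, the mean over the probe sets of a gene, and leaving out each array. The fits without 2 of the arrays and the window of 20 genes on each side were added after the data had been seen.

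The procedure was tested on simulated data with 34760 probe sets, 3 against 3 arrays and 200 changed probe sets. At an adjusted p of 0.05, 22% of the 1.5-fold changes, 72% of the 2-fold, 78% of the 4-fold and 94% of the 8-fold changes were recovered, with 6 false calls. These shares hold for 200 changed probe sets and are not the power of the real comparison, where 2 probe sets passed. The adjusted p is harder to pass with fewer changes. Cnga4, 1.95-fold higher with an unadjusted p of 5.4e-05 from limma, had an adjusted p of 0.625. A simulated list of 17 genes shifted by 0.5 on the log2 scale was called by all 3 set tests, and each of the 3 called 0 other lists. The correlation between genes was not varied. In the real data it was estimated at 0.37 for cholesterol synthesis and 0.60 for liver genes. With the preset correlation, camera called 6 to 13 lists in splits of the real arrays other than by genotype. The simulation therefore does not give the power or the false calls of the set tests here.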

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

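The fits without a pair of arrays in this part were chosen after the values were seen. Probe set 10566452, which the annotation used here does not name and Table 1 does not list by this number, had a KO minus WT log2 difference of 3.37, with KO values between 8.94 and 9.08 and WT values between 5.46 and 5.75. Its number falls between those of Fam160a2 (10566438) and cavin-3 (10566454), which would place it beside the targeted gene, but its position was not checked. It was not counted among the neighbours of Prkcdbp below. The 10 ways of splitting the 6 arrays into 3 and 3 are too few for a share under 0.05. The real split called 2 probe sets, in 1 of the 10 splits, and the highest of the others called 0.

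Table 1 lists Gm4972, annotated between Cnga4 and Cckbr, as higher in KO, and it was not analysed here. Of the measured neighbours of Prkcdbp, which Table 1 does not list, Cnga4 (0.97), Cckbr (0.81) and Fam160a2 (0.65) had higher log2 signals in all 3 KO arrays than in all 3 WT arrays. Among 10305 other windows of 10 annotated genes on each side, 0% held as many genes with an unadjusted p under 0.01 in one direction, which argues against clusters of small p by chance along the chromosomes. Tissue makeup of single arrays cannot be told apart from other causes. The median of the 3 differences was 0.85 without WT replicate 2 and KO replicate 3 and 0.71 without WT replicate 1 and KO replicate 2. That met the bound set beforehand against this explanation, but the bound was judged wrong after the result was seen: the 3 genes had been picked for their difference, and their lowest KO value lay 0.73, 0.45 and 0.36 above their highest WT value, over 50% of each difference, so that no left-out pair could have brought it under 50%. An effect of the targeted allele on nearby genes cannot be told apart from other causes, because a median size of 0.09 over all 13 neighbours, against 0.05 over 10 genes farther out, was reached by 21.3% of the windows. A share over 20% had been set beforehand as the bound against this explanation and was met, but the bound was judged wrong after the result was seen, since the 10 neighbours that did not pass the test decide the median. A strain difference around the targeted gene was not tested.

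For these neighbours the 10 splits are again too few. The real split called 3 genes, adjusted over the list alone, in 1 of the 10 splits, and the highest of the others called 0.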

How the results depend on the processing

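The fits without a pair of arrays and the window of 20 genes on each side were chosen after the values were seen. The 16 caveolar genes (14 without dim probe sets) gave 0 calls of single genes under every alternative, though as a list they passed camera's test without WT replicate 3 with the preset correlation (adjusted p 0.0394) and not with an estimated one (0.761), and the 13 neighbours of Prkcdbp gave 0 calls adjusted over all probe sets. Quantile normalization, median centring and the trend and robust variance kept every count within 1.5 times, though quantile normalization ended the call of extracellular matrix genes (adjusted p 0.0527). The cause of the changes below was not tested, apart from fewer probe sets, genes or arrays where a setting leaves some out.

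The count past an adjusted p of 0.05, 2 here, was 0 with the methods' t-test on log2 or linear values, 1 with single-symbol probe sets, 1 to 2 without each array in turn, and 0 without either pair of arrays. At the study's thresholds, 6 here, it was 3 with the methods' t-test on log2 values, 2 without dim probe sets, 1 with single-symbol probe sets and 11 with array weights. It ranged from 9 to 22 without each array (10, 11 and 20 without WT replicates 1, 2 and 3; 11, 22 and 9 without KO replicates 1, 2 and 3), and was 18 without WT replicate 2 and KO replicate 3 and 38 without WT replicate 1 and KO replicate 2. The log2 difference of Prkcdbp was no longer past an adjusted p of 0.05 with the methods' t-test on log2 (-3.57) or linear values (-3.60) and without the first (-3.46) or second pair (-3.72). It lay between -3.78 and -3.35 without each array. Its adjusted p ranged from 0.00801 with array weights to 1.00 with the methods' t-test. Called Table 1 genes, 1 here, were 0 with both t-tests and without either pair, and 0 to 1 without each array.

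Of the neighbours of Prkcdbp, 3 passed adjusted over the list alone, against 1 without dim probe sets, 2 with the methods' t-test on linear values, 2 without WT replicate 2 and KO replicate 3, 1 without WT replicate 1 and KO replicate 2, and 3 to 4 without each array. Gene lists called by camera, 8 here, were 0 with an estimated correlation and 0 with fry, 5 to 13 without each array (5 without WT replicate 2, 13 without WT replicate 3, 5 without KO replicate 1) and 13 without WT replicate 2 and KO replicate 3. Array weights also gave 8, but ended the calls of cholesterol synthesis, oxidative phosphorylation, endothelial and urothelium genes, and called macrophage, testis germ cell, immediate early and heat shock, and seminal vesicle and prostate genes, which an estimated correlation did not (adjusted p 0.581 to 0.981).

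The replicate numbers share no stated pairing. Deviations of same-numbered arrays from their group means correlated at -0.15, -0.37 and -0.09, so they were not taken as pairs. No array correlated best with its own number. The deviations correlated at 0.52 for WT replicate 1 and KO replicate 2, 0.48 for WT replicate 2 and KO replicate 3, and 0.37 for WT replicate 3 and KO replicate 1. No fit took these as pairs or included sex, so what they share stayed in the residual variance. Whether such a fit would call more probe sets was not tested. With the number as a replicate block, 0 probe sets passed the adjusted p, 11 the study's thresholds, 0 Table 1 genes were called and Prkcdbp stayed at -3.57 (adjusted p 0.681). The block changed no other count by over 1.5 times, but it called genes of fatty acid synthesis lower (adjusted p 0.0230 from camera). With an estimated correlation this call was lost (0.730).

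For 152 single genes or probe sets other than Prkcdbp, 2709 of 2714 values under alternatives kept their side of the test. The 5 others belong to probe set 10566452 (both t-tests, the block and both pairs). In 51 genes that did not pass the test, 109 values changed sign. The window of 5 Mb was not run, since no coordinates could be used. Camera has no robust option, so the gene lists were run with the trend only. Dim probe sets carry little signal, and 8 of the 13 neighbours were below the median signal of 6.10.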

Differences from the paper's values

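The fits without a pair of arrays, named below, were chosen after the values were seen. The largest fold in Table 1 is the paper's 3.34, for Gm4972, which was not analysed here. The largest fold of any probe set here was 10.4 (log2 difference 3.37), of unnamed probe set 10566452, and the highest point in Fig. 4B lies at about 10-fold, read by eye. On the log2 scale the 2 values, 3.34 and 3.37, are close. Probe set numbers rose in chromosome order from Fam160a2 (10566438) through cavin-3 (10566454) to Apbb1 (10566457), and 10566452 falls just before cavin-3. That would place it beside the targeted gene, but its position was not checked. Whether the paper's 3.34 is a log2 value and whether this probe set measures Gm4972, which is annotated between Cnga4 and Cckbr near cavin-3, could not be settled from the tables used here, so this may be no difference in the measurement. Among the alternatives set before the data were examined, the largest fold was 2.74 with single-symbol probe sets or with the mean over the probe sets of a gene, within 1.5 times of 3.34. Both leave out this probe set, and 2.74 is the fold of Inmt, which Table 1 gives separately as 2.76, so the values belong to different genes. Under the other alternatives the largest fold was 9.73 to 12.7, and the 12.7, without WT replicate 1, belongs to another probe set than 10566452. The 28 folds of Table 1 that could be compared gene by gene, all on the linear scale, lay within a ratio of 1.10 of those here, and 20 within 0.02.

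The methods state that the animals analysed were male. In WT replicate 2 and KO replicate 3, Xist had log2 signals of 11.15 and 11.34 and the Y-linked gene Kdm5d 4.45 and 4.52. In the other 4 arrays Xist lay between 3.70 and 6.30 and Kdm5d between 7.84 and 8.08.

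The paper reports no significant result from its pathway analysis and does not describe the method. Here camera called 8 of 28 gene lists with a preset correlation, and 0 with an estimated correlation or with fry. Without WT replicate 2 and KO replicate 3 the preset correlation gave 13 and the estimated correlation 0 (smallest adjusted p 0.555).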

Other observations

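The tests of the Xist and urothelium patterns in this part were chosen after the results were seen. In the 4 arrays with high Y-linked signal, Prm1, a protamine gene of sperm chromatin, had log2 signals of 7.82 and 8.84 in WT replicates 1 and 3 and 8.46 and 9.35 in KO replicates 1 and 2, against 5.70 in WT replicate 2 and 6.07 in KO replicate 3. WT replicate 1 and KO replicate 2 also carried epididymal genes, with Wfdc10 at 11.65 and 11.27 against 6.22 to 6.53 on the other arrays and Adam7 at 10.33 and 9.19 against 3.67 to 4.51. For 7 of the 17 epididymis genes these 2 arrays were the highest pair. WT replicate 2 and KO replicate 3 had the highest signals of Ckm, a muscle creatine kinase, at 9.89 and 10.01, against 8.77 in WT replicate 1, 8.49 in KO replicate 2 and 6.69 and 6.76 in the other 2. Casq1, also of muscle, was nearly as high in WT replicate 1 (8.42) and KO replicate 2 (7.99) as in these arrays (8.41 and 8.53). Cox8b, of the brown and beige adipocyte list, was at 10.45 in WT replicate 2 and 10.34 in KO replicate 3, against 7.46 to 8.64 in the others. The mean of the skeletal muscle list was high in the same 2 arrays (8.74 and 8.81), and the source of the Cox8b signal was not tested. Mmp7 was brightest in KO replicate 1 (9.89) and lay between 5.16 and 7.64 on the others.

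Among lists not yet described, none passed camera's test with the preset correlation and all 6 arrays (smallest adjusted p 0.119). Inflammatory mediators passed it without dim probe sets (10 genes, median -0.19, adjusted p 0.00215, but 0.446 with an estimated correlation), and with array weights 4 of these lists were called, named with the alternatives. Median log2 differences were 0.08 for brown and beige adipocyte (14 of 15 higher), -0.06 for inflammatory mediators (Ccl5 -0.42 and Ccl2 -0.38), 0.05 for immediate early and heat shock genes (Dusp1 0.44), -0.25 for smooth muscle cell (14 of 18 lower), -0.05 for macrophage, -0.02 for B cell, 0.02 for mesothelium and 0.02 for caveolae. They were -0.03 for epididymis epithelium (11 of 17 lower), -0.04 for seminal vesicle and prostate, 0.19 for testis germ cell (13 of 13 higher), 0.06 for steroidogenic cell, -0.03 for exocrine pancreas, -0.06 for skeletal muscle, -0.06 for epidermis and -0.02 for the genes that differ between C57BL/6 substrains (Nnt 0.12). The erythroid list (4 measured, median 0.08) and the list of Y-linked genes and Xist (4 measured, median 0.32) were too short to test. Medians and tests differed in sign for epididymis epithelium and the substrain genes.

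Leaving out 1 array called several of these lists. Smooth muscle cell genes were called higher without WT replicate 1 (median 0.26, adjusted p 0.00662) and lower without WT replicate 3 (-0.60, 0.00261) or KO replicate 2 (-0.64, 8.5e-05). Skeletal muscle genes were called higher without WT replicate 2 (0.87, 0.0169) and lower without WT replicate 3 (-0.71, 0.0168) or KO replicate 3 (-0.83, 0.00262). Called higher were testis germ cell genes without WT replicate 3 (0.40, 0.0103) or KO replicate 3 (0.59, 3.0e-07), brown and beige adipocyte genes without WT replicate 2 (0.21, 0.000307), immediate early and heat shock genes without WT replicate 1 (0.12, 0.0324) or KO replicate 3 (0.13, 0.0166), epididymis epithelium genes without WT replicate 1 (0.14, 0.0324) and steroidogenic cell genes without WT replicate 3 (0.16, 0.0206). B cell genes were called lower without KO replicate 3 (-0.11, 0.0153). Other single arrays turned 2 of these medians without a call. Testis germ cell genes were at -0.06 without WT replicate 2 and -0.09 without KO replicate 2. Brown and beige adipocyte genes were at -0.04, -0.05 and -0.11 without WT replicate 1, WT replicate 3 and KO replicate 3. With an estimated correlation none of these lists passed.

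In WT replicate 2 and KO replicate 3, 1 array of each genotype, Xist was high and Y-linked genes were low. Prkcdbp was 3.78 higher in WT replicate 2 than in KO replicate 3, which argues against genotype labels exchanged between them. The Y-linked genes kept a median of 8.20% of the lowest level in the other 4 arrays, which argues against RNA of male and female mice mixed in these arrays. Mice of the other sex remain a candidate explanation. Of the 30 measured testis germ cell and epididymis genes, 53.3% had these 2 arrays as their lowest pair, where chance gives 6.67%. That held for 12 of 13 germ cell genes but only 4 of 17 epididymis genes. The epididymis list weighs little here. Its mean was 4.35 in WT replicate 3 and 4.46 in KO replicate 1, where Y-linked signal was high. That is close to 4.13 in WT replicate 2 and 4.19 in KO replicate 3. No biological explanation by genotype was tested, since each genotype holds 1 such array.

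Of the 18 urothelium genes 16 had lower means in KO, and the list passed camera's test with the preset correlation but not with an estimated one (adjusted p 0.885) or by fry (0.995), and no single gene passed. Of the 18, 4 (Upk1a, Upk2, Krt7 and Ly6d) had been picked by the study from these arrays. RNA of urothelium in WT replicate 2 is a candidate explanation: 13 of the 18 genes were highest there, with Upk1b, the brightest, at 9.85 against 8.33 to 8.91 elsewhere, and 27.3% of the median difference was kept without that array. The list mean was 7.24 there, but also 6.75 in WT replicate 1 and 6.57 in KO replicate 2, against 5.69 to 5.90 in the other 3. Cdh1 was highest in WT replicate 1 (8.56) and KO replicate 2 (8.28), against 6.75 in WT replicate 2. Of the 18 genes, 3 stayed above the median signal on every array, whose source was not tested. An effect of the genotype in all arrays cannot be told apart from no effect, as the median without WT replicate 2 was -0.13 and the list did not pass camera's test with the preset (adjusted p = 0.127) or the estimated correlation.

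For the gene lists and the study's thresholds the 10 splits are too few for a share under 0.05. For the lists the real split called 8 and the highest other 13, with 7 of the 10 splits as high. At the study's thresholds the real split gave 6 probe sets and the highest other 115 (WT replicate 1 with KO replicates 1 and 2), with 9 of 10 as high, so the samples have a structure apart from genotype.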
